# Investigation of Citrinin and Pigment Biosynthesis Mechanisms in *Monascus purpureus* by Transcriptomic Analysis

**DOI:** 10.3389/fmicb.2018.01374

**Published:** 2018-06-28

**Authors:** Bin Liang, Xin-Jun Du, Ping Li, Chan-Chan Sun, Shuo Wang

**Keywords:** pigment, citrinin, transcriptomic analysis, *Monascus purpureus*, solid-state fermentation

## Abstract

*Monascus purpureus* YY-1 is widely used in food colorant production in China. Our previous study clearly illustrated the whole-genome data for YY-1 and provided useful insight into evolutionary research and industrial applications. However, the presence of citrinin, which has nephrotoxic, hepatotoxic, and carcinogenic activities, has attracted attention to the safety of *Monascus* products. In an effort to reduce the harmful effects of citrinin in *Monascus-*related products, a random mutant of *M. purpureus* YY-1 with low citrinin production (designated as “winter”) was obtained in this study. To analyze the biosynthesis and regulation mechanisms of pigment and citrinin, a transcriptomic analysis of the *M. purpureus* YY-1 and winter strains was performed. Comparative transcriptomic analysis reveals *pksCT*, the essential gene for citrinin synthesis, showed a low expression level in *M. purpureus* YY-1 and winter, which suggested there might be isoenzymes in *M. purpureus* YY-1 that were responsible for the citrinin synthesis during evolution. In addition, changes in transcription factor expression may also influence the network regulating the citrinin synthesis pathway in *M. purpureus*. Moreover, the yields of pigments produced by the winter mutant were significantly increased. Repressing the central carbon metabolism and improving the acetyl-CoA pool can contribute to a high pigment yield, and enhanced NADPH regeneration can also lead to the metabolic flux of pigment production in *M. purpureus*. Investigations into the biosynthesis and regulation of citrinin and pigment production in *M. purpureus* will enhance our knowledge of the mechanisms behind the biosynthesis of fungal secondary metabolites.

## Introduction

The filamentous fungus *Monascus* has a long history of being used to produce fermented foods in eastern Asia (Shi and Pan, 2011). The health benefits of *Monascus*-fermented products have been described in the Compendium of Materia Medica. *Monascus* species can produce many worthwhile secondary metabolites, such as *Monascus* pigments and monacolin K (Endo, 1979; Feng et al., 2012).

*Monascus* pigments, which are polyketide components, range in structure from tetraketides to octaketides. Representative classes include the anthraquinones, naphthoquinones, hydroxyanthraquinones, and azaphilone structures, each of which exhibits an array of color hues (Mapari et al., 2010). *Monascus* pigments have been used as natural food colorants for over 1000 years worldwide, especially in China. Recently, an increasing number of investigations have shown that *Monascus* pigments exhibit biological activities, such as anti-inflammatory, anticancer and antihyperlipidemic activities (Hong et al., 2008; Lin et al., 2011). In addition, monacolin K is considered an effective agent for reducing blood cholesterol levels (Su et al., 2003). However, *Monascus spp*. also produce citrinin, a toxic product that has nephrotoxic and hepatotoxic effects in animals and humans (Blanc et al., 1995). Many countries, especially Japan, European countries and the United States, have enacted legislation to limit the content of citrinin in *Monascus*-fermented products (Endo, 1979; Blanc et al., 1995). Thus, citrinin contamination has become a hindrance to the export of *Monascus*-fermented products from China.

The generation of non-citrinin-producing strains for use in the commercial production of *Monascus*-related products is a primary task. Although the optimization of culture conditions is a traditional strategy for decreasing the content of citrinin, it is hard to block citrinin biosynthesis completely in *Monascus*. Moreover, random mutagenesis and screening is widely used in the development of low- or non-citrinin-producing mutants, but some mutants are not genetically stable (Shao et al., 2014). Therefore, it is necessary and urgent to clearly understand the biosynthetic pathways involved in *Monascus*-fermented products.

In recent years, several genes related to the biosynthesis of citrinin and pigments have been cloned and characterized. Shimizu et al. first cloned a polyketide synthase (PKS) gene from *Monascus purpureus*. The *pksCT* disruptant lost its ability to produce citrinin, suggesting that *pksCT* plays a critical role in citrinin biosynthesis. Unfortunately, the *pksCT* mutant was not genetically stable, and citrinin production was restored after successive cultivation (Shimizu et al., 2005). Similarly, deletion of *pksCT* in *Monascus aurantiacus* resulted in dramatically decreased citrinin production. Intriguingly, this mutant exhibited a stronger ability to produce red and yellow pigments (Fu et al., 2007). In addition, fungal secondary metabolite pathways are also tightly controlled at the transcriptional level. Shimizu et al. have identified a major transcriptional activator (CtnA) of citrinin biosynthesis in *M. purpureus*. The deletion of *ctnA* significantly decreased the production of the *pksCT* transcript, leading to reduced citrinin production (Shimizu et al., 2007).

Compared with the citrinin biosynthesis pathway, the mechanism regulating the biosynthesis of *Monascus* pigments is more complicated. The first pigment biosynthetic gene cluster was obtained by T-DNA random mutagenesis in *M. purpureus*. The transcriptional regulator gene *mppR1* and PKS gene *MpPKS5* are two major components of pigment biosynthesis (Balakrishnan et al., 2013). Chen et al. systematically investigated the pigment gene cluster in *Monascus ruber* M7. The wild-type strain M7 could produce red, orange, and yellow pigments. However, the *MpigE* disruption strain could only produce four kinds of yellow pigments and could barely produce red pigments. Intriguingly, the mutant could restore pigment production by supplementation with M7PKS-1, an intermediate in the production of *Monascus* pigments (Liu et al., 2016). Furthermore, the overexpression of *MpigE* had positive effects on pigment formation and led to a decrease in citrinin production (Liu et al., 2014). These researchers also identified and characterized a pigment regulatory gene (*pigR*). The *pigR* deletion strain could no longer produce pigments, but its capacity to produce citrinin was greatly enhanced (Xie et al., 2013). These results suggested a close relationship between the pigment and citrinin biosynthesis pathways.

*Monascus purpureus* YY-1 is widely used in food colorant production in China. Our previous study clearly illustrated the whole-genome data for YY-1 and provided useful insight into evolutionary research and industrial applications (Yang et al., 2015). In this paper, a random mutant with low citrinin production was obtained through protoplast transformation. We performed comparative transcriptomic analysis between the wild-type strain YY-1 and the mutant, which revealed the mechanisms underlying pigment and citrinin biosynthesis. Further investigations into the mechanisms regulating pigment and citrinin biosynthesis are necessary. The scientific elucidation of the complex relationship between pigment biosynthesis and citrinin biosynthesis in *Monascus* will broaden our knowledge of the mechanisms involved in the biosynthesis of fungal secondary metabolites and will provide important insights into the genetic engineering of industrial strains to increase the production of specific metabolites.

## Materials and Methods

### Strain and Culture Conditions

*Monascus purpureus* YY-1 was obtained from Fujian Province in China (Yang et al., 2015). *Escherichia coli* DH5α was employed for DNA manipulation.

*Monascus purpureus* strains were grown on potato dextrose agar (PDA) at 30°C for 10 days. Spore suspensions were prepared as previously described (Yang et al., 2015). Rice (45 g) was soaked in distilled water overnight and then transferred to a 250 mL Erlenmeyer flask. Subsequently, the rice was autoclaved at 121°C for 20 min. After cooling, the steamed rice was inoculated with a 10% spore suspension and cultivated at 30°C. After 10 days of cultivation, the red yeast rice was dried at 60°C for 12 h and then ground.

### Construction of Random Mutants of *M. purpureus* YY-1 With Deficient Citrinin Secretion

Random mutants were generated by transforming the *M. purpureus* YY-1 strain with a hygromycin B resistance cassette from the plasmid pHPH. *M. purpureus* spores were obtained from the PDA plates and were inoculated in 100 mL spore medium for 40 h at 30°C and 170 rpm. The mycelium was harvested by filtering, washed with lysis buffer twice and then digested for 4 h under shaking at 100 rpm and 30°C. The protoplasts were separated by filtering through three layers of Miracloth and were collected by centrifugation at 1000 g at 10°C for 20 min. Then, the protoplasts were washed twice with 10 mL STC buffer (0.6 M sorbitol, 10 mM Tris-HCl, 10 mM CaCl_2_, pH 6.5). The pellet was resuspended in 400 μL STC buffer, and 10 μg DNA was added to the protoplast suspension, followed by incubation on ice for 20 min. Subsequently, 100 μL PEG800 was added to the suspension, and the suspension was incubated for 5 min at room temperature. The suspension was diluted by adding 4 mL 1 M sorbitol, and centrifuging at 3000 rpm for 10 min. The pellet was resuspended in 2 mL 1 M sorbitol. Two hundred microliters of the suspension was plated onto regeneration medium. The cultures were incubated at 30°C for 12 h and then overlaid with 10 mL regeneration medium containing 100 μg/mL hygromycin B. After 7 days of cultivation, the transformants were picked onto selective medium.

### Quantitative Analysis of Citrinin and Pigments

The red yeast rice powder was extracted with 75% ethanol by ultrasonic extraction for 20 min. After keeping the solution still for 30 min, the concentration of citrinin was determined by high-performance liquid chromatography (HPLC) using an RF-10Axl fluorescence detector (λ_ex_ = 331 nm, λ_em_ = 500 nm) and a ZORBAXE Eclipse XDB C18 column (5 μL, 250 × 4.6 mm). Elution was performed at 38°C with 45% acetonitrile (v/v, pH 2.5) at a flow rate of 1.0 mL/min.

Extraction of pigments for analysis followed a similar protocol to that for citrinin extraction. The red yeast rice powder was extracted with 70% ethanol at 60°C for 1 h. After filtration, the filtrate was measured at 410, 465, and 505 nm.

### RNA Extraction

Mycelia from the *M. purpureus* YY-1 and winter strains for RNA isolation were harvested after 8 days of cultivation. Then, the mycelia were immediately homogenized in liquid nitrogen and stored at -80°C until used for RNA extraction.

Total RNA was extracted using a modification of a method described previously (Tian et al., 2009). The frozen mycelia were ground to a powder in a prechilled mortar with a prechilled pestle and then processed with the RNeasy^®^ Plant Mini Kit (QIAGEN Translational Medicine Company Limited, Germany) following the manufacturer’s protocol. The quantity and concentration of the final RNA samples were measured using agarose gel electrophoresis and the Eppendorf BioPhotometer^®^ basic and stored at -80°C.

### Transcriptome Construction and Analysis

Total RNA samples from each strain were purified with the Qiagen RNeasy Mini kit plus on-column treatment with DNase I to eliminate genomic DNA contamination. Reverse transcription was performed with the PrimeScript^TM^ RT Reagent Kit (Takara Biotechnology Company Limited, Japan), according to the manufacturer’s protocol. The cDNA library was sequenced at Novogene Corporation (Tianjin, China) by means of the Illumina HiSeq 2500 platform. All data in the present study were generated by sequencing independent biological triplicates.

Prior to analyzing the data, the quality of the raw sequencing reads was checked by the FastQC tool (v0.10.0).^1^ Low-quality and dirty reads with adapter sequences and reads with more than 20% of bases with a QA of <25 or with “N” bases were removed using the NGS QC Toolkit (v2.3) (Patel and Jain, 2012). All clean reads were mapped against predicted transcripts from the *M. purpureus* YY-1 genomic sequence (NCBI: samn08978766) using TopHat (v2.1.1) (Trapnell et al., 2012) with at most two mismatches. HTSeq (v0.7.2) (Anders et al., 2015) was employed to calculate the raw counts of reads mapped to unique exons, and the normalized transcript abundance was described by RPKM (reads per kilobase per million mapped reads). Differential gene expression analysis was carried out by DESeq (v1.30.0) (Anders and Huber, 2010), with the raw read count and exon length as inputs. A *P-adj* value <0.05 indicated significantly different expression levels between the YY-1 and winter strains (**Supplementary Table S1**). The raw RNA-seq data are accessible in the Gene Expression Omnibus under accession number GSE107628.

### Quantitative Real-Time PCR

The CFX96 real-time PCR detection system (Bio-Rad, Hercules, United States) was used for quantitative PCR analysis. Reagents were obtained from TOYOBO (One-step qPCR Kit, OSAKA, Japan). The PCR reaction mixture (20 μl) included 75 ng template RNA, 0.4 μM primers and 10 μL RNA-direct SYBR^®^ Green Realtime PCR Master Mix, according to the manufacturer’s instruction. Three replicates were analyzed. The relative transcript level of each gene was calculated by the 2^-ΔΔ*C*_t_^ method, with the expression in the WT as the control and the expression of GAPDH as the internal standard. The primers used in this study are listed in **Supplementary Table S7**.

### Statistical Significance Tests and Data Plotting

Unless otherwise noted, all statistical significance tests were done with a one-tailed homoscedastic (equal variance) *t*-test. The *R* packages used for data plotting included Pheatmap (version 0.7.7) and ggplot2 (version 0.9.3.1).

## Results and Discussion

### Screening and Characterization of the Mutant With Deficient Citrinin Secretion but Hyperproduction of Pigment

To obtain a non-citrinin-producing mutant, the hygromycin phosphotransferase-encoding gene was introduced into *M. purpureus* YY-1 using protoplast transformation with pHPH, as described previously (Das et al., 1989). A series of hygromycin-resistant insertional mutants of *M. purpureus* was generated and screened for the loss of the ability to produce citrinin. Among these transformants, one transformant showed low citrinin production in solid-state fermentation, and we designated this mutant as “winter.” As shown in **Figure 1A**, citrinin production was significantly decreased in the *M. purpureus* winter strain. After 14 days of cultivation, the citrinin production by the mutant decreased by 35.6-fold, to 1.38 ± 0.22 μg/g, compared to that of the wild-type strain, which produced 49.17 ± 2.64 μg/g of citrinin. Surprisingly, the mutant produced significantly more pigment than the YY-1 strain during the late fermentation period. As shown in **Figures 1B–D**, from the eighth day to the fourteenth day, the pigment production increased significantly. After 14 days of cultivation, the yields of yellow, orange, and red pigment produced by the winter strain reached 8539 ± 426, 8470 ± 332, and 7667 ± 321 U/g, respectively. Compared with the YY-1 wild-type strain, the pigment yields of the winter strain increased by 37% (yellow), 54% (orange), and 49% (red). Thus, the generation of the winter mutant, which exhibited a high yield of pigments and a low yield of citrinin, would greatly reduce the risk of *Monascus*-related products and would provide a foundation for research on the molecular mechanism of citrinin and pigment biosynthesis.

**FIGURE 1:**
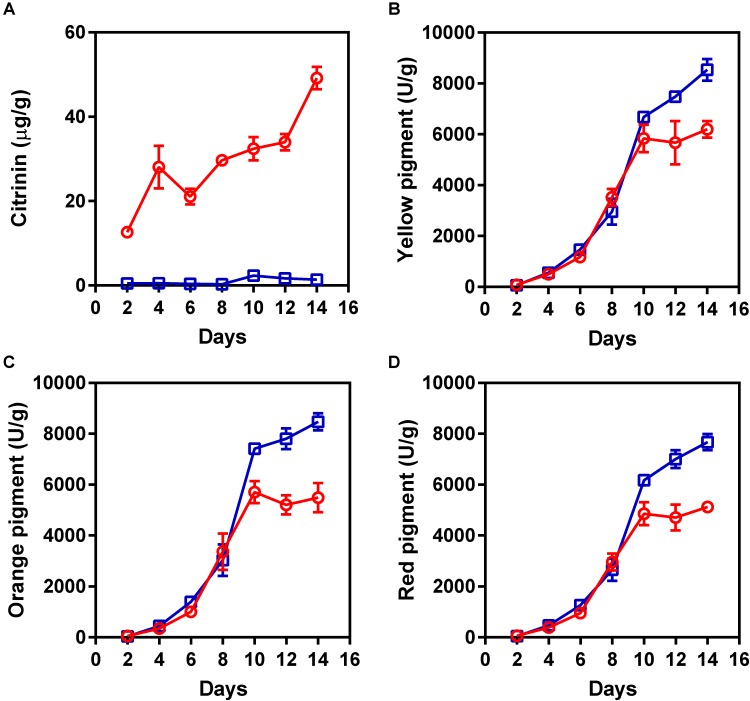
The production of pigments and citrinin by the *Monascus purpureus* YY-1 and winter strains. **(A)** Citrinin, **(B)** yellow pigment, **(C)** orange pigment, and **(D)** red pigment. The red and blue lines represent the YY-1 and winter strains, respectively. The error bars indicate the standard deviations of three independent experiments.

### Transcriptomic Analysis of the *M. purpureus* Winter Strain During Pigment and Citrinin Production

To analyze the molecular mechanism of pigment and citrinin production, a transcriptomic analysis of the *M. purpureus* winter strain during pigment production was performed. 

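Mycelia of the *M. purpureus* YY-1 strain and of winter, the insertional mutant of YY-1 with low citrinin production, were harvested after 8 days of cultivation, and RNA from 3 cultures of each strain was sequenced on the Illumina platform. The authors removed low-quality reads, mapped the clean reads against the predicted transcripts of the YY-1 genome with TopHat and counted the reads on unique exons with HTSeq. The values used here are those raw counts, which the authors deposited without normalization for 7491 rows, 2 of which each join a pair of gene models. The total counts were 9661178, 10595943 and 10122887 in YY-1 replicates a, b and c and 16004947, 15194009 and 15522190 in winter replicates a, b and c, so that the median total in winter was 153% of that in YY-1. Genes are listed by a scaffold and a gene number, such as C6.126, without coordinates. To compare the strains, the library sizes were scaled by the trimmed mean of M-values (TMM) in edgeR, and 7355 genes passed edgeR's default filter on low counts. Each gene was tested between the strains with edgeR's quasi-likelihood test, and p-values were adjusted over those genes by the method of Benjamini and Hochberg. Fold changes are given as winter over YY-1 on the log2 scale, and levels as TMM-normalized CPM (counts scaled to a common library size), which are not divided by the exon length as RPKM values are. Without a TMM factor, as with RPKM, the median log2 fold change of all tested genes moved from -0.03 to -0.13. On counts simulated for these genes, 200 genes were changed, all by at least 2-fold. The test recovered 92.5% of the changed genes, and 7.96% of its calls were of unchanged genes. In the real comparison 48.01% of the tested genes were called, with a median absolute log2 fold change of 0.92. Both simulated shares depend on how many genes change and by how much, so they are not rates for the real comparison. No pair of replicates differed by as little as the sampling noise, and each library was counted as 1 sample.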

Due to the rapid increase in pigment production after 8 days of cultivation, total RNA from the mycelia of the *M. purpureus* YY-1 and winter strains was sequenced in independent biological triplicates. The reads per kilobase of exon model per million mapped reads (RPKMs) were calculated as the normalized expression values of each annotated gene. Differential expression analysis was conducted using DESeq (Anders and Huber, 2010). As shown in **Figure 2A**, a high reproducibility of the RNA-seq data from three biological triplicates was observed for the YY-1 and winter strains; the Spearman correlation coefficient was greater than 0.95 for the biological replicates and was less than 0.9 between the different strains (**Figure 2A**). Moreover, the good agreement with the qPCR results demonstrated the reliability of the RNA-seq data (**Supplementary Figure S1**). 

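Over the 7489 genes with at least 1 count, Spearman's rho across genes lay between 0.978 (YY-1 replicates b and c) and 0.995 (winter replicates a and c) for libraries of the same strain. Between libraries of different strains it ranged from 0.889 (YY-1 replicate a and winter replicate b) to 0.924 (YY-1 replicate c and winter replicate a). The lowest value within a strain was therefore above the highest value between the strains. The squared coefficients were 0.957 to 0.990 within a strain and 0.791 to 0.854 between the strains. These are correlations across genes, which are not independent replicates, and they are of CPM, not of RPKM.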

To discover genes that were significantly upregulated or downregulated between the conditions tested, only genes with a *P*-value from the DESeq analysis of less than 0.001 were analyzed further (**Supplementary Table S1**).

**FIGURE 2:**
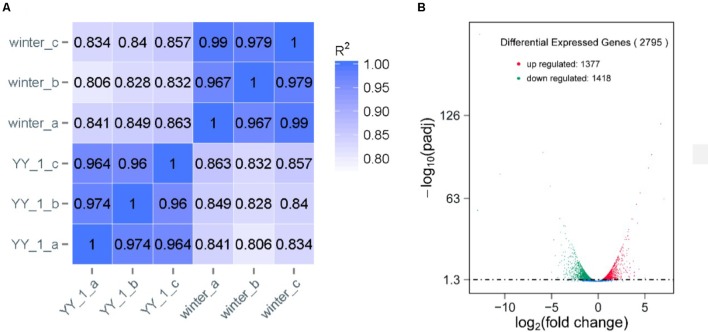
Transcriptomic profiles of the *M. purpureus* YY-1 and winter strains during pigment production. **(A)** Correlation comparison between biological replicates. The Spearman correlation coefficients (*R*^2^) were calculated. **(B)** Differential gene expression. In the statistical analysis of differential gene expression, the transcriptomes derived from the YY-1 strain were used as controls.

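In edgeR's quasi-likelihood test on the deposited counts, 1658 of the 7355 tested genes had higher expression in winter at an adjusted p below 0.05. Of these genes, 656 rose by more than 2-fold. The count depended most on the threshold, with 488 genes at an adjusted p below 0.001 and 817 at an unadjusted p below 0.001. DESeq2's Wald test gave 1819 genes, and scaling by library totals alone gave 1260. With each library left out in turn, between 1250 genes (without winter replicate c) and 1614 genes (without YY-1 replicate c) were called. For 4254 genes (57.8% of those tested), the values of the strains did not overlap in any library, where chance gives 10%.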

Compared to the YY-1 strain, 1377 genes in the winter strain showed significantly increased expression levels (**Figure 2B** and **Supplementary Table S1**). Gene Ontology is a standardized system for gene functional classification, which includes biological process, cellular components and molecular functions of gene products (Chicco and Masseroli, 2016). To further elucidate the types of genes with significantly different expression levels, GO enrichment analyses were performed. The result showed that the genes with increased transcription levels in the winter strain were enriched in several biological processes at a *P*-value of less than 0.05, including the small molecule metabolic process, organic acid metabolic process, single-organism metabolic process, oxoacid metabolic process, carboxylic acid metabolic process, and cellular amino acid metabolic process (**Figure 3A** and **Supplementary Table S2**). The oxoacid metabolic process is related to the metabolism of ketone compounds, including pigments and citrinin. Several genes clustered in the functional category of organic acid metabolic processes and involved in two potential pathways for acetyl-CoA biosynthesis, which is a precursor for pigment biosynthesis, showed upregulated expression levels in the winter strain.

**FIGURE 3:**
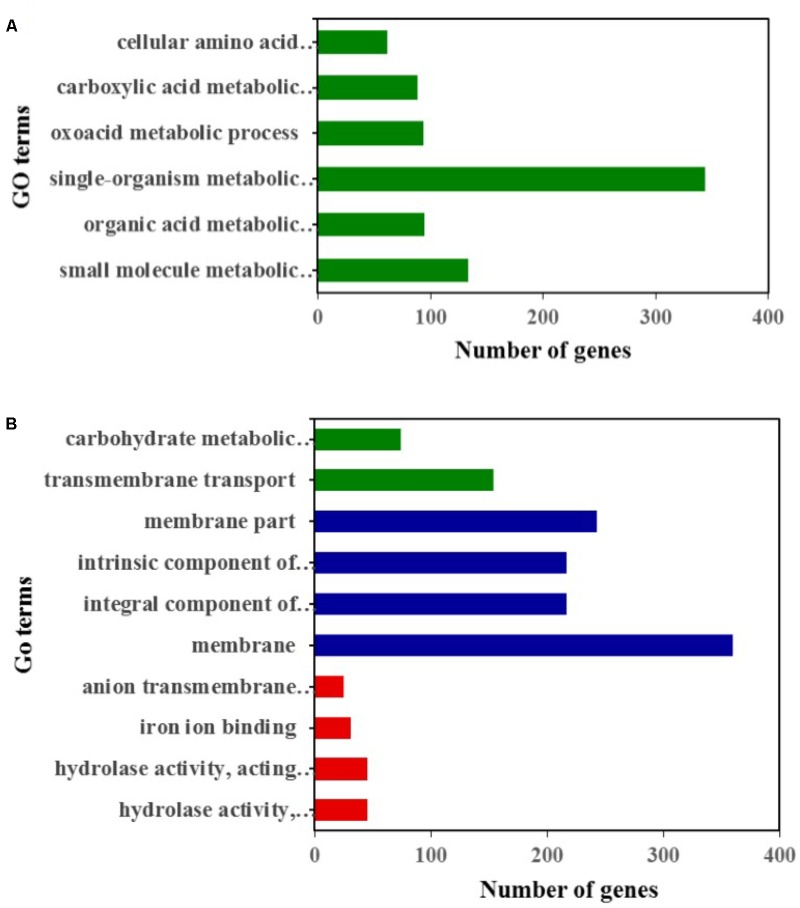
GO classification analysis of genes with significantly upregulated **(A)** and downregulated **(B)** expression levels in the winter strain compared to those in the YY-1 strain. Green, blue, and red represent biological processes, cellular components, and molecular functions, respectively.

In the Gene Ontology analysis of 1418 genes with significantly decreased expression levels, we found that the downregulated genes were involved in three functional classifications, including the biological process, cellular components and molecular functions of gene products. 

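For decreased expression, 1873 genes passed an adjusted p below 0.05 in edgeR, and 884 of them fell by more than 2-fold. At an adjusted p below 0.001 there were 653 genes and at an unadjusted p below 0.001 there were 1023. The genes with decreased expression outnumbered those with increased expression by 1.13 times under TMM, but by 1.02 times under DESeq2's size factors and 1.62 times under library totals. Leaving out 1 library at a time gave between 1416 genes (without winter replicate c) and 1889 genes (without YY-1 replicate c). The enrichment of Gene Ontology terms was not analysed here.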

In the biological process enrichment analysis, transmembrane transport and the carbohydrate metabolic process were significantly enriched. In the carbohydrate metabolic process cluster, the transcription levels of 26 genes involved in carbohydrate degradation were significantly decreased (**Supplementary Table S4**), which might result from a reduction in biomass accumulation when secondary metabolites are synthesized.

Thus, a large percentage of genes showing decreased expression levels participated in metabolic- and transporter-related roles. In the cellular component enrichment analysis, the genes enriched were mainly involved in membrane structure. The molecular function enrichment analysis function showed that hydrolase activity, iron ion binding, and anion transmembrane transporter activity were significantly enriched (**Figure 3B** and **Supplementary Table S3**).

### Regulation of Citrinin Biosynthesis in *M. purpureus*

Citrinin, a mycotoxin which has nephrotoxic activity in mammals, was isolated from most cultures of *Monascus* strains in 1993 (Endo, 1979). Citrinin targets the kidney, resulting in teratogenicity, carcinogenicity, and mutagenicity. Therefore, decreasing the content of citrinin is becoming a necessity that should be addressed as soon as possible. This study included a comprehensive transcriptomic analysis to elucidate the citrinin synthesis pathway in *M. purpureus*. The citrinin synthesis gene cluster comprised *pksCT*, *ctnA*, *orf1*, *orf3*, *ctnB*, and *ctnC*. According to previous reports, *pksCT*, which encodes a multifunction protein that contains putative domains for ketosynthase, acyltransferase (AT), acyl carrier protein (ACP), and a rare methyltransferase, was identified by gene disruption as the key factor for citrinin synthesis in *Monascus aurantiacus* and *Monascus purpureus* (Shimizu et al., 2005; Fu et al., 2007). Surprisingly, in spite of the high expression level of the activator *ctnA* gene, *pksCT* exhibited an extremely low expression level; the RPKM values were 6.45 and 2.01 in the *M. purpureus* winter and wild-type strain, respectively (**Figure 4**). This phenomenon was not consistent with the high production of citrinin in the *M. purpureus* YY-1 strain. 

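In the deposited counts, *ctnA* (C6.126) had 33.4 ± 9.41 CPM in YY-1 and 1807 ± 237 CPM in winter (SD, n = 3 each). The log2 fold change was 5.76 (standard error 0.28, edgeR adjusted p = 4.81e-07). For *pksCT* (C6.123), the levels were 42.7 ± 3.88 CPM in YY-1 and 148 ± 28.4 CPM in winter (SD, n = 3 each), and the log2 fold change was 1.79 (standard error 0.18, edgeR adjusted p = 3.17e-05). Every winter library had a higher value of both genes than every YY-1 library, a separation for which the smallest exact two-sided permutation p of 3 against 3 libraries is 0.1. By its count, which is not divided by the exon length, *pksCT* stood at the 54.6 percentile of all genes in YY-1 and at the 83.3 percentile in winter. *ctnA* rose from the 47.7 percentile in YY-1 to the 99.2 percentile in winter.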

The result suggested that *pksCT* may not be the only PKS gene involved in citrinin synthesis. To some extent, this possibility was suggested by the study performed by Shimizu et al. (2005). They found that a *pksCT* disruptant was unstable and could revert its phenotype with repeat cultivation. We speculated that *M. purpureus* YY-1 might have evolved isoenzymes of *pksCT*, such as C2.25 and C6.140, which are responsible for citrinin synthesis; the transcription levels of these purported isoenzymes changed by 2.2- and 2.6-fold, respectively, in the *M. purpureus* winter strain.

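Both genes had lower normalized counts in winter. C6.140 had 210.1 ± 42.0 CPM in YY-1 and 87.8 ± 14.1 CPM in winter (SD, n = 3 each), a log2 fold change of -1.26 (standard error 0.19, edgeR adjusted p = 0.000502), with no overlap between the strains. With each library left out in turn, its log2 fold change stayed between -1.39 and -1.10. C2.25 had 173 ± 75.3 CPM in YY-1 and 85.8 ± 26.1 CPM in winter (SD, n = 3 each), and its log2 fold change was -1.01 (standard error 0.31, edgeR adjusted p = 0.0221). Its values overlapped between the strains. C2.25 did not pass an adjusted p of 0.05 without YY-1 replicate a (log2 fold change -0.59, edgeR adjusted p = 0.115) or without winter replicate b (log2 fold change -0.80, edgeR adjusted p = 0.0769). From the low RPKM of *pksCT* in a strain that produces citrinin, the paper proposes that other PKS genes take part in citrinin synthesis. It also cites an earlier report of an unstable *pksCT* disruptant whose phenotype could revert. C2.25 and C6.140 are named there as purported isoenzymes.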

**FIGURE 4:**
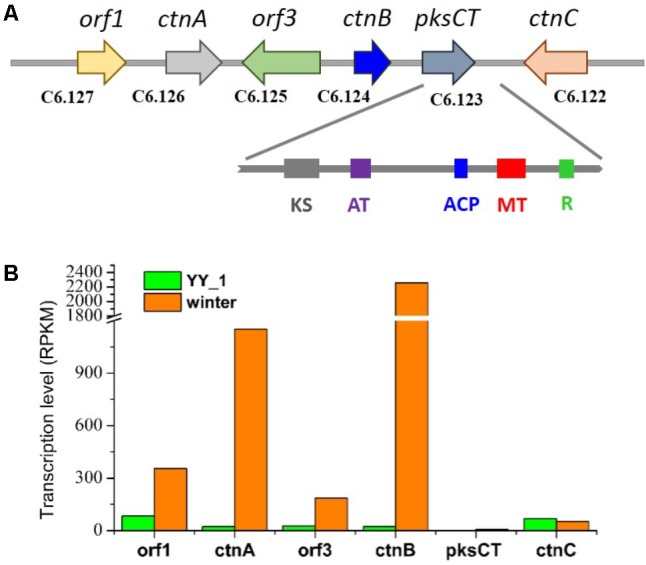
Gene cluster for citrinin synthesis **(A)** and transcription levels **(B)**. KS, ketosynthase; AT, acyltransferase; ACP, acyl carrier protein; MT, methyltransferase; R, reductase.

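The genes of the citrinin cluster run along scaffold C6 from C6.122 (*ctnC*) to C6.127 (*orf1*), as labelled in Figure 4A. *ctnB* (C6.124) showed 20.6 ± 7.23 CPM in YY-1 and 2193 ± 43.1 CPM in winter (SD, n = 3 each). Its log2 fold change of 6.73 (standard error 0.32, edgeR adjusted p = 4.10e-07) was the largest of the cluster. The fold changes corresponding to the log2 values were 106-fold for *ctnB* and 54.0-fold for *ctnA*. *orf3* (C6.125) rose from 26.3 ± 7.94 to 189.8 ± 34.3 CPM (SD, n = 3 each), with a log2 fold change of 2.85 (standard error 0.24, edgeR adjusted p = 1.43e-05). *ctnC* did not differ between the strains, with a log2 fold change of -0.27 (standard error 0.20, edgeR adjusted p = 0.277) and overlapping values. The 5 genes other than *ctnC* kept an adjusted p below 0.05 in edgeR with any of the 6 libraries left out and in DESeq2.

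**Figure D1:**
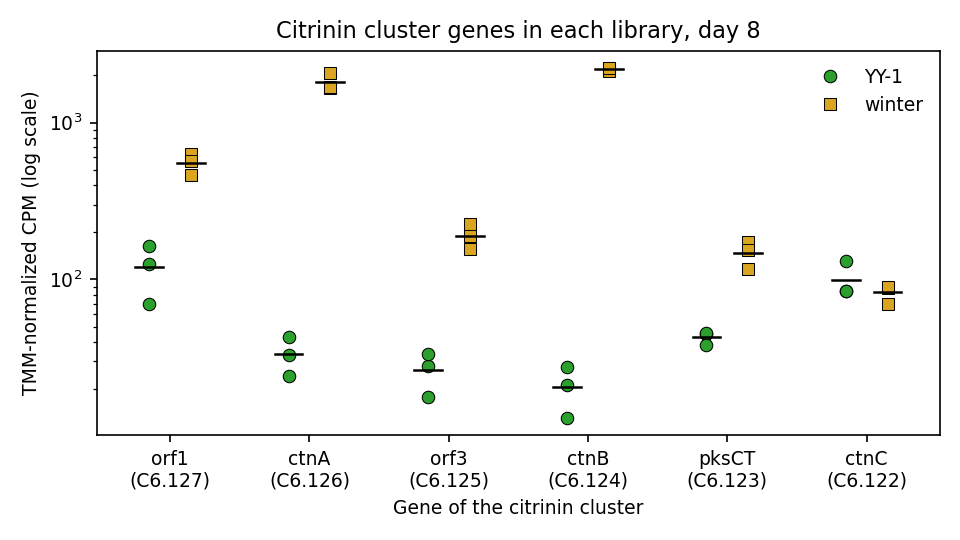
TMM-normalized CPM (log scale) of the 6 genes of the citrinin cluster in each of the 3 YY-1 libraries (green circles) and 3 winter libraries (yellow squares) after 8 days. Each symbol is a library and each line is the mean of a strain. All winter values lie above all YY-1 values except in *ctnC*.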

The expression levels of *orf1*, *ctnA*, *orf3*, and *ctnB* were upregulated in the winter strain relative to that in YY-1 strain, especially *ctnA* and *ctnB*, which exhibited 50- and 98-fold changes, respectively, although inefficient citrinin synthesis was detected in the winter strain (**Figure 4**). This observation is inconsistent with the report that CtnA, which contains a typical Zn(II)2Cys6 DNA binding motif, functions as an activator of *pksCT* and *orf5* and that its disruption leads to the reduction of citrinin production to barely detectable levels (Shimizu et al., 2007).

Transcription factors play a critical role in the regulation of gene expression patterns that control the overall metabolism, including secondary metabolic pathways (Gutierrez et al., 2017; Wong and Matus, 2017). Therefore, the expression levels of transcription factor genes in *M. purpureus* during pigment and citrinin production were analyzed. Based on Pfam annotation, 179 genes were identified as transcription factor-encoding candidates, among which 80 showed significantly different expression levels in the *M. purpureus* winter strain compared to those in the YY-1 strain (**Supplementary Table S5**). Because of transcriptomic fluctuations, 48 transcription factor genes with more than a two-fold change were analyzed further. Of these genes, 37 showed decreased expression levels and 11 exhibited increased transcription levels in the winter strain (**Figure 5**) relative to the levels in the YY-1 strain, including the transcription activator C6.126. 

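All 48 genes labelled in Figure 5 had an adjusted p below 0.05 in edgeR over all tested genes, 37 of them with lower and 11 with higher expression in winter. The same number passed when adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries. The strains did not overlap in any of the 48 genes. The largest adjusted p was 0.00957. The median log2 fold change was -1.28 for the genes with lower expression and 1.42 for those with higher expression. At TMM scaling, 43 of the 48 genes changed by more than 2-fold, 32 of them lower and 11 higher, while by the ratio of mean CPM on library totals, chosen after the data were seen, all 48 did. At an adjusted p below 0.001, 29 genes were lower and 5 were higher.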

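The gene C5.141 had 913 ± 391 CPM in YY-1 and 226 ± 9.04 CPM in winter (SD, n = 3 each), a log2 fold change of -2.02 (standard error 0.27, edgeR adjusted p = 0.000242). Its YY-1 values were 1359, 632 and 748 CPM in replicates a, b and c, a wider spread than in winter, and the log2 fold change ranged between -2.22 and -1.58 with each library left out in turn. The gene C3.618 had 1837 ± 235 CPM in YY-1 and 726 ± 12.4 CPM in winter (SD, n = 3 each). Its log2 fold change was -1.34 (standard error 0.18, edgeR adjusted p = 0.000266). Neither gene overlapped between the strains, and both stayed below an adjusted p of 0.05 whichever library was left out.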

In the winter strain, the transcription levels of C5.141 and C3.618, which had respective RPKM values of 19 and 160, decreased by 4.3- and 2.7-fold, respectively, compared to those in the YY-1 strain.

**FIGURE 5:**
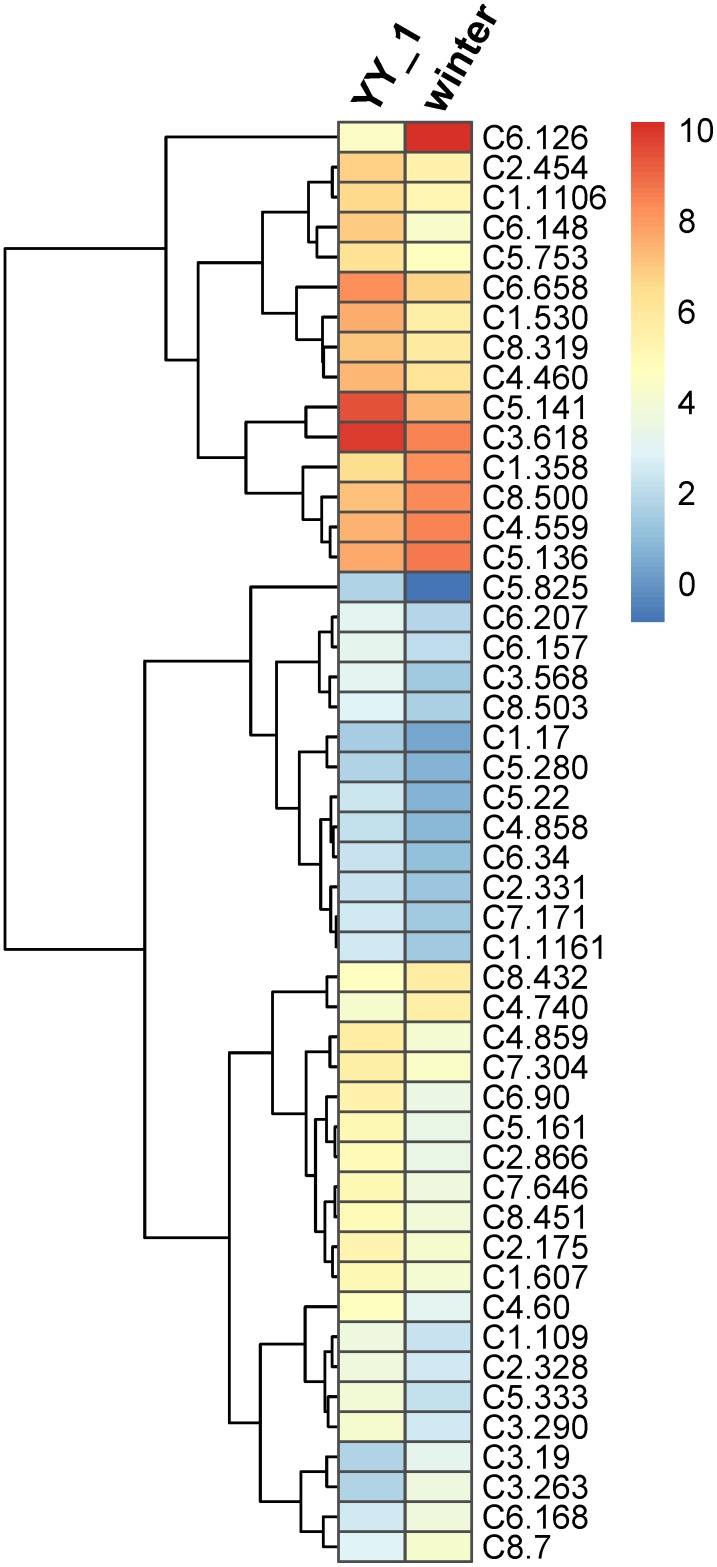
Expression profile of transcription factor genes with differential transcription levels in the *M. purpureus* winter strain compared to those in the YY-1 strain. The tree is a dendrogram of the cluster analysis obtained by the hclust method in R, which is a hierarchical partitioning of data that visually resembles a heat map and reflects the gene expression values in different strains.

These results indicated that the proteins encoded by *orf1*, *orf3*, and *ctnB* were essential but were not rate-limiting enzymes for citrinin production in *M. purpureus* and that the higher expression levels of these genes in the *M. purpureus* winter strain might result from the decreased expression levels of downstream citrinin synthesis pathway genes. In addition, some transcription factors, including C6.126, C5.141, and C3.618, may be involved in the regulation of citrinin biosynthesis. However, further investigations to elucidate the citrinin biosynthesis pathway in *M. purpureus* are necessary.

### A Comprehensive Analysis of the Biosynthesis Pathway of Pigment Hyper-Production

Pigment synthesis pathways in fungi have been attracting more attention, and great progress has been made in this area (Chiang et al., 2009; Mapari et al., 2010). PKS, which closely resembles animal fatty acid synthase (FAS) and is a large, multifunctional polypeptide composed of a set of catalytic domains, including β-ketoacyl synthase (KS), AT, and ACP domains, is the main participant in fungal pigment production (Thomas, 2001; Cox, 2007; Crawford and Townsend, 2010). Several novel enzymes involved in pigment synthesis have been found in *M. purpureus*, yet the importance of genes involved in pigment production has not been investigated, and the rate-limiting enzymes remain to be identified. In this study, we performed a comprehensive analysis of the pigment biosynthesis pathways in *M. purpureus*. 

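C5.137, which the paper describes as a PKS, lies among genes on scaffold C5 of which most rose in winter. Of the 14 genes from C5.124 to C5.137, 11 had higher and 2 had lower expression in winter at an adjusted p below 0.05, and the median log2 fold change corresponds to a 2.89-fold increase. No window of 10 genes there passed the permutation limit for regions that change together. C5.137 had 1029.7 ± 342 CPM in YY-1 and 3763 ± 729 CPM in winter (SD, n = 3 each), and its log2 fold change was 1.87 (standard error 0.29, edgeR adjusted p = 0.000509). In YY-1 it was lowest in replicate c (666 CPM, against 1346 in replicate a and 1077 in replicate b). Every winter value was higher than every YY-1 value, and without YY-1 replicate c the log2 fold change was 1.64, the lowest of all settings tried.

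**Figure D2:**
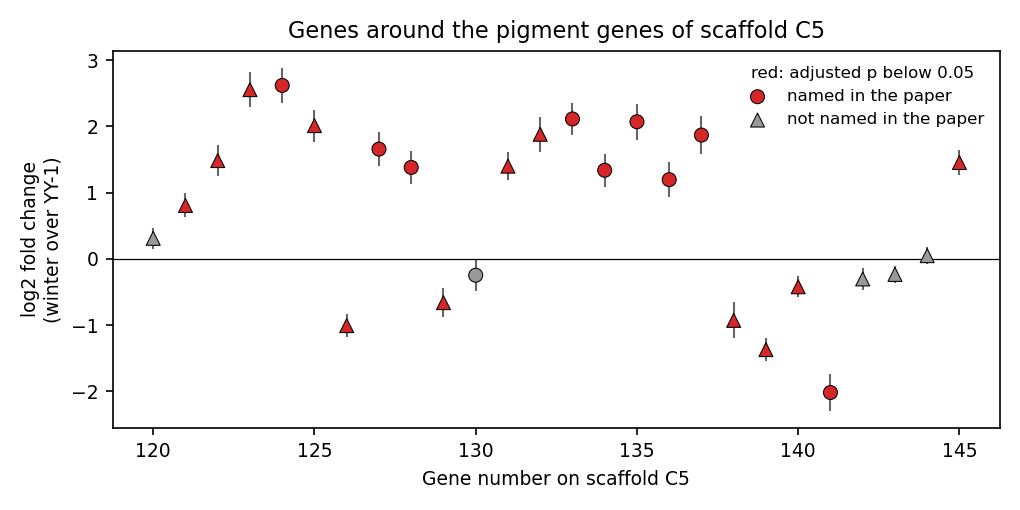
Log2 fold change (winter over YY-1) of the genes numbered 120 to 145 on scaffold C5, with bars of 1 standard error. Circles are genes the paper names in its text or labels in a figure and triangles are others, and red marks an adjusted p below 0.05 in edgeR. Genes 121 to 125 and most of those from 127 to 137 rise in winter, while 138 to 141 fall.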

PKS (C5.137) serves as a dual-functioning PKS and is responsible for the synthesis of 3-oxoacyl-thioester from acylthioester, showing an increased expression level with a 3.3-fold change in the winter strain (**Figure 6**). A similar reaction is catalyzed by the enzymes encoded by the FAS gene pair (*MpFasA* and *MpFasB*) in *M. azaphilone* (Balakrishnan et al., 2013). In addition, C5.134, a gene that encodes 3-O-acetyltransferase, exhibited high expression levels; its RPKM was 1798 and 4198 in the YY-1 and winter strains, respectively, suggesting the essential role of this gene in pigment production. Furthermore, the 2.33-fold upregulation of C5.134 in the winter strain suggested that C5.134 might be one of the rate-limiting enzymes. 

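The counts of C5.134 were high in both strains, with 2356 ± 552 CPM in YY-1 and 5959.8 ± 858 CPM in winter (SD, n = 3 each), at the 99.5 percentile of all genes in YY-1 and the 99.8 percentile in winter. Its log2 fold change was 1.34 (standard error 0.25, edgeR adjusted p = 0.00163), a 2.53-fold increase under TMM and a 2.33-fold increase by the ratio of mean CPM on library totals. With each library left out in turn, the largest adjusted p from edgeR was 0.00957. From the level of this gene and its increase, the paper proposes a role in pigment production and that the enzyme may limit its rate.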

The expression levels of the FAS genes (C5.127 and C5.128) were significantly increased by 2.91- and 2.41-fold, respectively, in the winter strain; this result is similar to that in a previous study, which showed that pigment production is involved in fatty acid synthesis (Miazek et al., 2017). 

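C5.127 had 1336 ± 381 CPM in YY-1 and 4217 ± 276 CPM in winter (SD, n = 3 each), and C5.128 had 2093 ± 537 CPM in YY-1 and 5454 ± 746 CPM in winter (SD, n = 3 each). The log2 fold change was 1.66 (standard error 0.25, edgeR adjusted p = 0.000492) for C5.127. It was 1.38 (standard error 0.25, edgeR adjusted p = 0.00145) for C5.128. The difference between the strains exceeded the spread between replicates for both genes, and neither lost its adjusted p below 0.05 with a library left out.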

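The oxidoreductase gene C5.135 had 1047 ± 278 CPM in YY-1 and 4401 ± 909.9 CPM in winter (SD, n = 3 each), with a log2 fold change of 2.07 (standard error 0.27, edgeR adjusted p = 0.000188). In Figure 6, the step from rubropunctatin to red pigment carries the labels C6.841 and C2.1146. The panel shows more bars than labels, and the unlabelled genes were not analysed here. C6.841 had 4.89 ± 0.957 CPM in YY-1 and 3.03 ± 0.755 CPM in winter (SD, n = 3 each), and its log2 fold change of -0.68 (standard error 0.26, edgeR adjusted p = 0.0502) did not pass the threshold of 0.05. Its values did not overlap between the strains, and it was called lower in 5 of 13 alternatives. C2.1146 had 8.52 ± 4.01 CPM in YY-1 and 3.99 ± 0.803 CPM in winter (SD, n = 3 each). Its log2 fold change was -1.10 (standard error 0.34, edgeR adjusted p = 0.0232), although its values overlapped between the strains and it did not pass without YY-1 replicate a, YY-1 replicate b, winter replicate b or winter replicate c, with an adjusted p of up to 0.113 in edgeR. By count, both genes stood at or below the 17.7 percentile of all genes in each strain.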

Intriguingly, the expression of oxidoreductase (C5.135), which is used to form yellow pigment from orange pigment, was upregulated by 3.9-fold, yet the genes encoding the enzymes involved in the catalytic reaction of rubropunctatin to red pigments showed low expression levels in the winter and parental strains, and the expression levels were not significantly different between the strains.

**FIGURE 6:**
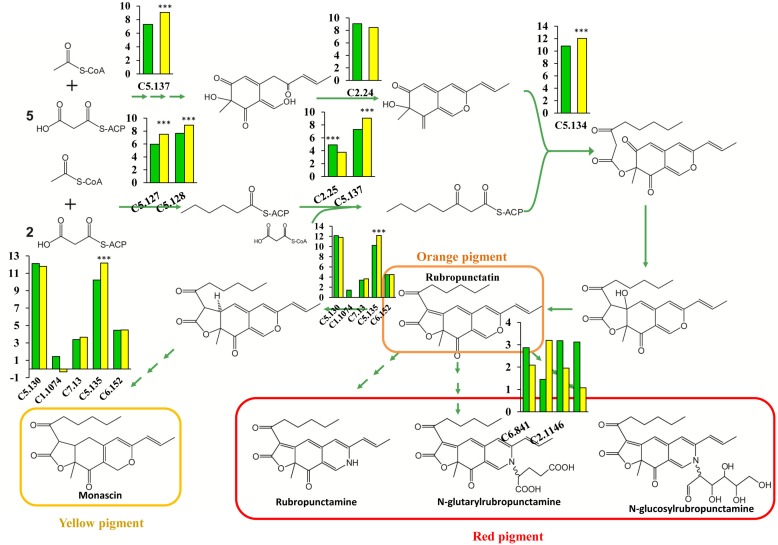
Schematic of pigment biosynthesis pathways in *M. purpureus*, including pathways for orange pigment (rubropunctatin), yellow pigment (monascin), red pigment (rubropunctamine), and water-soluble pigments. The histogram depicts the gene expression levels in the YY-1 (green) and winter (yellow) strains. The *y*-axis represents log2(RPKM), and ^∗∗∗^ denotes a *P*adj value < 0.001.

The large transcriptional differences between the YY-1 and winter strains indicated the complex pigment synthesis pathway in *M. purpureus*. The most remarkable transcriptional changes are related to the acetyl-CoA metabolic network, pigment precursors and a crucial metabolite involved in both central carbon and energy metabolism. 

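The citrate lyase genes C5.304 and C5.305 were higher in winter, C5.304 with a 2.46-fold increase (edgeR adjusted p = 0.00117) and C5.305 with a log2 fold change of 1.63 (standard error 0.23, edgeR adjusted p = 0.000298). C5.304 had 872 ± 186 CPM in YY-1 and 2144 ± 351 CPM in winter (SD, n = 3 each), and C5.305 had 579 ± 130.2 CPM in YY-1 and 1788 ± 269 CPM in winter (SD, n = 3 each). The oxidoreductase gene C1.170 had 135 ± 18.5 CPM in YY-1 and 383 ± 41.5 CPM in winter (SD, n = 3 each), with a log2 fold change of 1.50 (standard error 0.17, edgeR adjusted p = 8.22e-05). C1.400 had 4.33 ± 0.522 CPM in YY-1 and 15.2 ± 5.01 CPM in winter (SD, n = 3 each), and its log2 fold change was 1.81 (standard error 0.28, edgeR adjusted p = 0.000489). Among the genes of acetyl-CoA biosynthesis that the paper's text names as upregulated, the aldehyde dehydrogenase gene C5.251 showed the smallest log2 fold change, 0.79 (standard error 0.26, edgeR adjusted p = 0.0292). C5.251 went from 2367 ± 597 CPM in YY-1 to 4099 ± 911 CPM in winter (SD, n = 3 each). It did not pass an adjusted p of 0.05 without YY-1 replicate a, YY-1 replicate c, winter replicate a or winter replicate c. Among the other genes labelled in Figure 7, C1.929 was lower in winter, with a log2 fold change of -0.91 (standard error 0.16, edgeR adjusted p = 0.00116), and C2.233, C3.920, C5.130, C8.272, C1.1229 and scaffold00023.37 did not differ at an adjusted p of 0.05. C8.272 was called higher in 4 of its 14 alternatives, among them DESeq2's Wald test. C3.920 depended on YY-1 replicate c, without which its log2 fold change was 1.21 (edgeR adjusted p = 0.00266) in place of 0.10.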

Several genes upregulated in the winter strain are involved in two potential pathways for acetyl-CoA biosynthesis (**Figure 7**), such as the genes encoding citrate lyase (C5.304 and C5.305) in the citrate pathway and the genes encoding oxidoreductase activity (C1.400 and C1.170) and aldehyde dehydrogenase (C5.251 and C6.127). 

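C6.127, which is *orf1* of the citrinin cluster in Figure 4A and an aldehyde dehydrogenase gene in Figure 7, had 120.0 ± 47.3 CPM in YY-1 and 553 ± 84.6 CPM in winter (SD, n = 3 each). Its log2 fold change was 2.20 (standard error 0.29, edgeR adjusted p = 0.000180), a 4.60-fold increase under TMM and a 4.21-fold increase by the ratio of mean CPM on library totals. The YY-1 values varied from 70.1 CPM in replicate c to 164 CPM, and all were below the winter values.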

Notably, the expression level of C6.127 was increased by 4.2-fold (from 84.06 to 353.68) in the *M. purpureus* winter strain. This observation was consistent with previous reports that fungi responding to carbon starvation stress on poor carbon sources can regulate the biosynthesis of secondary metabolism products (Jorgensen et al., 2009; Yang et al., 2015). In addition, when the KEGG function enrichment analysis of genes upregulated in the *M. purpureus* winter strain was performed, the genes involved in the glycolysis pathway, which provides acetyl-CoA for pigment production, were found to be enriched significantly (**Supplementary Table S6**). 

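The succinate dehydrogenase genes C6.271 and C7.592 were lower in winter. C6.271 had 566 ± 31.4 CPM in YY-1 and 374 ± 48.4 CPM in winter (SD, n = 3 each), with a log2 fold change of -0.60 (standard error 0.17, edgeR adjusted p = 0.0136), and did not pass an adjusted p of 0.05 without winter replicate c. C7.592 had 753 ± 50.2 CPM in YY-1 and 535 ± 70.2 CPM in winter (SD, n = 3 each), with a log2 fold change of -0.49 (standard error 0.17, edgeR adjusted p = 0.0379). It did not pass without YY-1 replicate a, YY-1 replicate b, winter replicate b or winter replicate c, although its values did not overlap between the strains. The citrate synthase gene C4.56 had 986 ± 275 CPM in YY-1 and 1273 ± 159 CPM in winter (SD, n = 3 each). The log2 fold change of C4.56 was 0.37 (standard error 0.23, edgeR adjusted p = 0.210), its values overlapped between the strains, and it was above 0 under each setting tried, from 0.21 to 0.61. Without YY-1 replicate c it was called higher, with an edgeR adjusted p of 0.0342.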

In accordance with these possibilities, the transcriptome data showed that many genes involved in the TCA cycle, such as citrate synthase (C4.56), and succinate dehydrogenase (C6.271 and C7.592), are downregulated in the winter strain; this downregulation does not favor the metabolic flux of acetyl-CoA to pigment.

**FIGURE 7:**
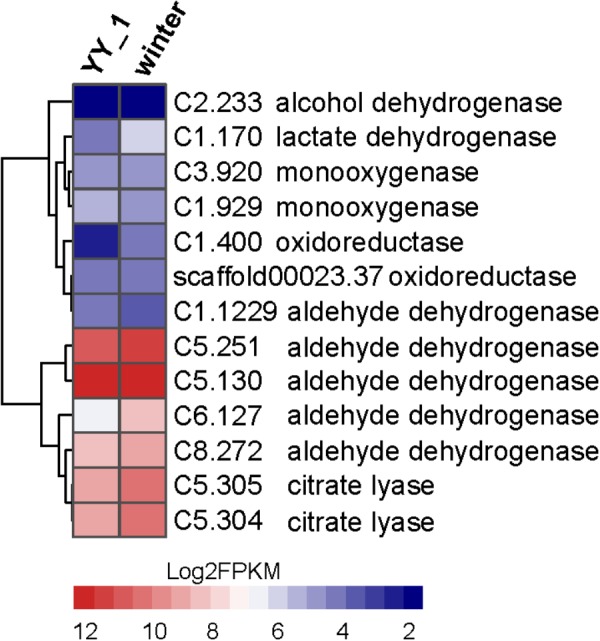
Expression levels of the genes involved in acetyl-CoA biosynthesis in the *M. purpureus* winter and YY-1 strains. The tree is a dendrogram of the cluster analysis obtained by the hclust method in *R*, which is a hierarchical partitioning of data that visually resembles a heat map and reflects the gene expression values in different strains.

The increased expression levels of key enzymes in the pentose phosphate pathway, 6-phosphogluconate dehydrogenase (C3.60) and glucose-6-phosphate dehydrogenase (C7.667), indicated enhanced NADPH regeneration. This observation suggested that secondary metabolite biosynthesis could be enhanced by an additional supply of NADPH. 

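C3.60 had 388 ± 68.1 CPM in YY-1 and 1123 ± 69.8 CPM in winter (SD, n = 3 each), a 2.89-fold increase (edgeR adjusted p = 0.000138). C7.667 had 826 ± 196 CPM in YY-1 and 1861 ± 524 CPM in winter (SD, n = 3 each), higher in winter with an edgeR adjusted p of 0.00461. The strains did not overlap in either gene. With each library left out in turn, the largest adjusted p from edgeR was 0.00133 for C3.60 and 0.0212 for C7.667.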

Oxidoreductase plays an essential role in secondary metabolite synthesis, especially pigment synthesis. 

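C5.124 had the largest increase of the 3 oxidoreductase genes, from 311 ± 91.6 to 1909.8 ± 342 CPM (SD, n = 3 each), with a log2 fold change of 2.62 (standard error 0.27, edgeR adjusted p = 3.88e-05). C5.133 had 1272 ± 265 CPM in YY-1 and 5500.2 ± 878 CPM in winter (SD, n = 3 each), a 4.33-fold increase (edgeR adjusted p = 9.70e-05). Both lie in the run of pigment genes on scaffold C5, and both were lowest in replicate c among the YY-1 libraries. C8.16 lies on another scaffold and was expressed at 25.5 ± 10.5 CPM in YY-1 and 67.4 ± 15.3 CPM in winter (SD, n = 3 each). The log2 fold change of C8.16 was 1.41 (standard error 0.29, edgeR adjusted p = 0.00263) and lay between 1.15 and 1.71 with each library left out in turn.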

In the winter strain, the genes (C5.133, C5.124, and C8.16) encoding oxidoreductase show significantly increased expression levels; these genes exhibited 4.0-, 5.65-, and 2.5-fold changes, respectively. This phenomenon is consistent with the results of previous reports that showed that increasing the expression level of MpigE, an ortholog of C5.133, promoted pigment biosynthesis in *Monascus ruber* M7 (Liu et al., 2014) and that azaH and tropB (orthologs of C5.124 and C8.16, respectively) were proposed to be involved in pyrone ring formation (Zabala et al., 2012; Balakrishnan et al., 2013). These results indicated that oxidoreductase-encoding genes may be candidates for the metabolic engineering of *Monascus* to aid the industrial use of secondary metabolites. Overall, the enhancement of central carbon metabolism, acetyl-CoA biosynthesis and NADPH regeneration led to a large increase in the production of pigments.

## Conclusion

This is the first report that a strain of *M. purpureus* with low citrinin secretion was obtained with random mutation with protoplast transformation and was analyzed by comparative transcriptomic techniques. We found that the expression level of the key gene involved in citrinin synthesis, *pksCT*, was low in both *M. purpureus* YY-1 and its mutant; this result suggested that citrinin synthesis might be catalyzed by isoenzymes that evolved in the *M. purpureus* YY-1 strain. Furthermore, the expression analysis of the transcription factor genes can promote the study of networks regulating the citrinin synthesis pathway in *M. purpureus.* Moreover, the production of the three pigments (red, yellow, and orange) in the winter mutant during the whole fermentation process was significantly increased. Transcriptome analysis showed that central carbon metabolism, acetyl-CoA biosynthesis and NADPH regeneration were enhanced in the winter strain; these pathways can contribute to the high yield of pigments. This study improves our understanding of pigment and citrinin production in *M. purpureus* and benefits the application of *M. purpureus* in the production of food and pharmaceuticals.

## Author Contributions

SW and X-JD designed the project. BL carried out the experiments. BL, X-JD, PL, and C-CS participated in the data analysis and wrote the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

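The RNA-seq data compare mycelia of the *M. purpureus* YY-1 strain with those of its insertional mutant winter after 8 days of cultivation, with 3 libraries per strain named as replicates a, b and c. Conditions and replicates were taken from the sample labels, which match the strains and the triplicates the paper gives. The paper and the labels name different RNA extraction reagents, and neither gives the strand or layout of the reads.

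The authors checked the reads with FastQC, removed low-quality reads with the NGS QC Toolkit, mapped them with TopHat against the predicted transcripts of the YY-1 genome and counted reads on unique exons with HTSeq. The values they deposited are raw counts per gene, without normalization, for 7491 rows. In the first 1998 rows of Table S1, which were the rows at hand, 100% of the read counts equal those of the deposited count table. A read that fits several near-identical genes is not counted on unique exons, so that counts of closely related PKS or FAS genes can be too low, and overlapping genes on opposite strands can share reads. The RPKM values of the paper divide counts by an exon length that was not analysed here, so levels are given as CPM, counts scaled to a common library size, and are compared between strains for a gene. Where a percentile of a gene's count among all genes is given, it is not corrected for gene length. The gene identifiers pair with names only through the paper's text and figures. None of them matched the table of reference gene names, which is for another strain, so no coordinates are given and no check of gene length or GC content was made.

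The total counts were 9661178 to 10595943 in YY-1 (median 10122887) and 15194009 to 16004947 in winter (median 15522190). Library sizes were scaled by TMM in edgeR 4.0.16 (R 4.3.3). Genes were kept by edgeR's default filter (filterByExpr), which left 7355 genes and removed 136. The strains were compared with edgeR's quasi-likelihood test with strain as the only term, and p-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05, as in the paper's methods. The paper used DESeq, which was not run here. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. The common dispersion was 0.0308. Means and SDs are over the TMM-normalized CPM of 3 libraries. In an exact permutation test, 3 libraries against 3 cannot give a two-sided p below 0.1.

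The test was tried on simulated counts for the 7355 genes of this comparison with 200 genes changed, all by at least 2-fold. edgeR recovered 92.5% of them with 16 false calls (7.96% of its calls), and DESeq2 recovered 94% with 30 false calls (13.8%). None was called in the wrong direction by either tool. Both shares of false calls are above the nominal 5%. In the real comparison 48.01% of the tested genes were called, so the simulated shares are not its rates. Whether the simulated shares hold beyond this data set was not examined. Replicates of a strain were compared by a chi-square statistic of their counts. Its median over genes was 2.02 to 10.2, where sampling noise alone gives 0.455, so that no library was taken for a repeat of another.

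Correlations between libraries are Spearman's rho over the 7489 genes with at least 1 count. Neighbouring genes were compared by the Pearson correlation of the log2 fold changes of consecutive gene numbers on a scaffold, against 10000 permutations within scaffolds. Windows of 10 consecutive tested genes were compared with the 95th percentile of the largest absolute window mean over 1000 permutations among all tested genes. With the fold changes of the 7355 genes shuffled, 0 windows passed that limit, and a planted run of 12 genes was found. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

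The genes named are those the paper names by number in its text or labels in Figs. 4, 6 and 7, with the 48 genes of Fig. 5 as tallies. Outside these, the rule names the 2 genes with the largest rise and the 2 with the largest fall among genes with an adjusted p below 0.05, a mean count of at least 50 and no overlap between the strains. The tests, this rule and most alternatives were set before the data were examined, but after the paper's values for the first 1998 rows of Table S1 had been read. Alternatives were DESeq2's size factors, upper-quartile factors, library totals alone, library sizes without the 20 largest genes, other filters on low counts, DESeq2 1.42.0, the replicate letter as a block, each library left out, and stricter thresholds. Thinning the winter libraries to 10122887 counts and the ratio of mean CPM on library totals were added after the data had been seen. Enrichment of GO or KEGG terms, the list of all transcription factor candidates, the carbohydrate genes of Table S4, the qPCR and the measurements of pigments and citrinin were not analysed here.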

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

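The tests of winter depth, of the scaling and of a single library on these rises were chosen only after the result was seen.

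Outside the genes the paper names, C4.857 and C3.933 had the largest rises and stood out because their level in winter was far above that in every library of the parental strain. The counts of C4.857 were 25, 15 and 14 in the YY-1 libraries and 3923, 2993 and 3844 in the winter libraries, a log2 fold change of 7.11 (standard error 0.28, edgeR adjusted p = 1.58e-07). For C3.933 the counts were 221, 217 and 129 in YY-1 and 14079, 16899 and 14372 in winter, with a log2 fold change of 5.80 (standard error 0.24, edgeR adjusted p = 1.84e-07). The files used here pair neither identifier with a name or function.

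Against deeper winter libraries as the cause, the lower of both log2 fold changes was 5.79 after the winter libraries had been thinned to the depth of YY-1. It was at least 5.70 under library totals, DESeq2's size factors and upper-quartile factors, and at least 5.63 with each library left out in turn, which argues against the scaling and against a single library. Reads shared with a related gene and an effect of the insertion in winter remain open. A difference between the strains in the regulation of these genes is a hypothesis that was not tested further.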

How the results depend on the processing

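Thinning of the winter libraries and the ratio of mean CPM on library totals were chosen after the data were seen.

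The numbers of genes called between the strains stayed within 1.5 times of 1658 higher and 1873 lower under every other normalization, filter and test tried and with any library left out. They depended on the threshold. With an adjusted p below 0.001 in place of 0.05, 488 genes were higher and 653 lower, with an unadjusted p below 0.001, 817 and 1023, and with an adjusted p below 0.05 and more than 2-fold, 656 and 884. These thresholds are stricter by construction. At an adjusted p below 0.001, 5 of the Fig. 5 genes were higher, in place of 11. Those lower in winter numbered 29 at that threshold, and between 32 and 37 under the other alternatives. With a mean count of at least 50, which removes genes from the test, 35 of them were called. With the winter libraries thinned to the depth of YY-1, 1617 genes were higher and 1850 lower.

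The replicate letters were not taken to pair the libraries, because nothing in the paper or the labels says that a letter marks a shared batch. The limit for a check of this, a correlation over 0.1 for every letter, was narrowly missed for a. The correlation of deviations from the strain means between libraries with the same letter was 0.097 for a, 0.278 for b and 0.104 for c. Libraries with different letters were not compared in this way, so the check cannot exclude a pairing. With the letter as a replicate block, 1848 genes were higher and 1993 lower.

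Of the 45 named genes, 33 were called, and 28 of these kept their call and direction under each of up to 14 alternatives. C2.25, C2.1146, C5.251, C6.271 and C7.592 lost their call only when a library was left out. Of the 12 genes not called, C2.24, C6.841, C3.920, C8.272 and C4.56 were called under at least 1 alternative. C3.920 had an edgeR adjusted p of 0.00266 without YY-1 replicate c, in a range from 0.00266 to 0.959 over its alternatives. No called gene changed direction. By the ratio of mean CPM on library totals, the log2 fold change of C8.575 was -12.93. At its count of near 0 in winter, the value depends on the count added in the fit. Genes that were not called and lay close to 0 did so when a library was left out. The log2 fold change then ranged from -0.35 to 0.0080 for C5.130, from -0.13 to 0.053 for C2.233, from -0.30 to 1.21 for C3.920, from -0.17 to 0.28 for scaffold00023.37 and from -0.19 to 0.086 for C1.1229. For scaffold00023.37 it was also 0.015 with DESeq2's size factors and with DESeq2's test and 0.025 with the block. The cause was not tested. C1.1074, C7.13, C6.841 and C2.233 have no value at a mean count of at least 50, since they fall below it.

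The lowest Spearman correlation within a strain, 0.978, became 0.957 when squared and 0.960 as the squared Pearson correlation of log2(CPM + 1). The highest between the strains, 0.924, became 0.854 and 0.859. Squaring lowers any such value. With each library left out, the highest value between the strains lay between 0.913 (without YY-1 replicate c) and 0.924.

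The correlation of neighbouring genes was 0.27 to 0.30 under the alternatives run for it, which are library totals, a mean count of at least 50, DESeq2's Wald test and each library left out. The number of windows past the permutation limit was 8 with 10 genes, 5 with windows of 5 genes and 8 with windows of 20 genes. For the length of 5 genes the cause was not tested.

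The depth limits what can be said of genes with few or no counts. A gene at 0 in all winter libraries, C8.576, can only be given as at least 879-fold lower than in YY-1, from 3 counts over the 3 winter libraries.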

Differences from the paper's values

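The 25 values of the paper that were compared are 4 numbers of genes, 15 fold changes and 6 log2 fold changes of Table S1. The paper's statements taken up in the following paragraphs are not among them. The limits set for this comparison were wide. Without YY-1 replicate a, the log2 fold change of C2.25, -0.59 beside -0.98 in Table S1, stayed within them. Of the 25 values, 0 differed in the main fit by more than these limits. For the numbers of genes, this holds for 1658 higher and 1873 lower genes beside the paper's 1377 and 1418. Under stricter thresholds, set before the data were examined, the number of higher genes departs by over 1.5 times at an adjusted p below 0.001 (488), at an unadjusted p below 0.001 (817) and with more than 2-fold (656). The number of lower genes does so at an adjusted p below 0.001 (653) and with more than 2-fold (884). The paper's text gives the unadjusted threshold and its methods the adjusted p below 0.05.

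The paper states that the citrate synthase gene C4.56 is downregulated in winter. Its log2 fold change was 0.37 (standard error 0.23, edgeR adjusted p = 0.210), and it was above 0 under each alternative, from 0.21 to 0.61. The succinate dehydrogenase genes named with it, C6.271 and C7.592, were lower here too, with log2 fold changes of -0.60 and -0.49. Without YY-1 replicate c it was called higher in winter, with a log2 fold change of 0.61 (edgeR adjusted p = 0.0342). No setting tried gave a fall of C4.56.

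The paper states that the genes of the step to red pigments did not differ between the strains. C2.1146, labelled at that step in Fig. 6, was called here with a log2 fold change of -1.10 (edgeR adjusted p = 0.0232). It was not called in the fits without YY-1 replicate a, without YY-1 replicate b, without winter replicate b or without winter replicate c, and its adjusted p over all alternatives ranged from 0.000953 to 0.113. C6.841, also at that step, was not called (edgeR adjusted p = 0.0502), although its values did not overlap between the strains. It was called lower in 5 of 13 alternatives, which are library totals, upper-quartile factors, library sizes without the 20 largest genes and the fits without YY-1 replicate b and without winter replicate a. The panel of that step shows more bars than its labels name, so that the comparison covers only the labelled genes.

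In Fig. 6, C2.25, C5.128 and C5.134 carry the mark of an adjusted p below 0.001. Here their adjusted p from edgeR was 0.0221, 0.00145 and 0.00163. DESeq2's Wald test and the replicate block place C5.128 and C5.134 below that threshold, and no setting tried does so for C2.25, whose smallest adjusted p was 0.00382. In Table S1 the paper itself gives C2.25 an adjusted p above 0.05. C1.1074 carries no mark, and its adjusted p from edgeR was 0.000841. It was above 0.001 with DESeq2's size factors and in 5 of the 6 fits with a library left out, all but the fit without YY-1 replicate b. The marked genes C5.127, C5.135 and C5.137 were below the threshold here too, but with a library left out C5.127 was above it in 5 of 6 fits, C5.137 in 3 and C5.135 in 1.

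The paper states that all the transcription factor genes of Fig. 5 changed by more than 2-fold. Under TMM, 43 of the 48 did. By the ratio of mean CPM on library totals, chosen after the values were seen, all 48 did.

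The paper places Spearman correlations between the strains below a limit that 0.924, the highest found here, exceeds. The correlations here are of CPM, while the paper's normalized values are RPKM. Dividing by exon length changes the ranks of genes, so the measures may not be alike. The legend of Fig. 2 calls the coefficient a square, and the squared value, 0.854, is below that limit.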

Other observations

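The thinning of the winter libraries and the tests on the end of scaffold C8, on the length behind the RPKM of *pksCT* and on YY-1 replicate c were chosen only after the result was seen.

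The number of genes called between the strains was larger than in any other grouping of the libraries. The 6 libraries can be split into 3 and 3 in 10 ways, and 1 of the 10, the split by strain, gave as many calls. The other 9 splits gave 0 calls with edgeR at an adjusted p below 0.05, and between 5 and 228 genes at an unadjusted p below 0.05. DESeq2 was not run on these splits. Each of the other 9 splits places libraries of both strains in each group, so the strain difference adds to the spread within groups. Their 0 calls therefore give no value for unchanged genes. Of the 48 genes of Fig. 5, too, only 1 of the 10 splits called as many, but the paper chose these genes on the same libraries. With 10 splits the share cannot go below 0.1, so that chance cannot be excluded by this count alone.

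More genes were called lower than higher in winter. With the winter libraries thinned to the depth of YY-1 the ratio of lower to higher calls was 1.14, which argues against their greater depth as the cause. Under the scalings tried, the ratio went from 1.02 with DESeq2's size factors to 1.62 with library totals. With DESeq2's Wald test it was 1.01. With each library left out, the ratio was at least 1.06 and varied over a range of 0.106. The excess of lower calls cannot be told apart from an effect of the scaling, because the smallest ratio under the scalings in edgeR, 1.02, is nearer to 1 than that range.

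Neighbouring genes changed alike. Over 7218 pairs of consecutive gene numbers, the log2 fold changes had a Pearson correlation of 0.293 (permutation p = 0.0001, the smallest that 10000 permutations can give), across genes, which are not independent replicates. The 95th percentile of the absolute permuted value was 0.0344. The pairs include the genes near 0 in winter at the end of scaffold C8. Neither a rank correlation nor a correlation without those genes was run. Reads shared between overlapping neighbours were not examined as a cause. Only 1 of the 10 splits of the libraries gave a correlation as large, and the other 9 reached up to 0.247. Those splits mix the strains unevenly and still carry part of the strain difference, so they give no value for unchanged genes. Chance cannot be excluded with 10 splits.

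Of 7242 windows of 10 genes, 8 passed the permutation limit and formed 2 regions. The first runs from C6.120 to C6.135, around the citrinin cluster. Of its 14 tested genes, 11 were called higher in winter, and besides those of the cluster these include C6.121, C6.128, C6.129 and C6.130, which were picked out after their values were seen, with log2 fold changes of 1.35 to 1.69. The second runs from C8.567 to C8.578, the end of scaffold C8. Of its 12 tested genes, 4 were called lower and 2 higher in winter. Of the 10 splits, 8, the split by strain among them, gave at least as many windows past the limit. As the other splits still carry part of the strain difference, this count decides nothing, and chance cannot be excluded by it.

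The last 4 numbered genes of scaffold C8, C8.575 to C8.578, had almost no counts in winter. The rule for genes outside the paper named C8.575 and C8.577, and C8.576 and C8.578 were picked out after their values were seen. In YY-1 replicates a, b and c, C8.575 had 4234, 3150 and 2817 counts, C8.576 had 533, 685 and 496, C8.577 had 6116, 5728 and 5384 and C8.578 had 377, 359 and 275. In winter the largest count of any of them in any library was 3. Over the 3 libraries of each strain, C8.575 was 7844 times lower in winter (95% counting interval 2171 to 64770), C8.577 6624 times (2587 to 24310) and C8.578 1555 times (279 to 61410), and C8.576, at 0 in winter, was at least 879-fold lower, against 3 counts over the group. The intervals cover counting error only. These ratios rest on 2 winter counts for C8.575, 4 for C8.577, of which 3 are from winter replicate b, and 1 for C8.578, so their size is uncertain. The log2 fold change in edgeR ranged from -12.89 to -12.08 for C8.575, from -13.60 to -11.93 for C8.577 and from -11.64 to -9.51 for C8.578 when a library was left out. C8.574, the gene before them, did not differ, with a log2 fold change of 0.04 (standard error 0.22, edgeR adjusted p = 0.892). Genes with at least 20 counts in each YY-1 library and at most 3 in each winter library numbered 6 in all, the others being scaffold00029.2 and scaffold00029.3, also picked out after the fact, and 0 genes showed the opposite pattern.

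Low depth is argued against for the end of C8, since the median total of the winter libraries was 153% of that of YY-1. With the 4 lost genes of scaffolds C1 to C8 placed at random, they filled such an end with p = 0.0001, the smallest that 10000 permutations can give. At the 15 other ends of these scaffolds, the median log2 fold change of the tested genes among the outermost 4 was below 0 at 9 ends and ranged from -1.32 to 2.12. Each of these ends kept genes with counts in winter, which argues against a general fall at scaffold ends as the cause of the loss. A candidate explanation is the loss of this end of the scaffold in winter, for which the largest winter count of 3 is what would be seen, but the same count would be seen if the end were silenced. As 0 DNA libraries were analysed, loss and silencing cannot be told apart. A sequence difference that keeps winter reads from being mapped was not tested.

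The low RPKM of *pksCT* in the paper goes with a long divisor. In YY-1 the count of *pksCT* was at the 54.6 percentile of all genes. Dividing the mean CPM on library totals by the paper's RPKM implies a length of 22.1 kb, while C6.127 gives 1.51 kb and C5.134 gives 1.37 kb. Of the 1856 genes with at least 20 counts in each library in the part of Table S1 at hand, the median implied length was 1.50 kb, and 12 genes had a longer one than *pksCT*. A different scale in the strains is argued against, as the lengths implied in YY-1 and in winter had a ratio of 1.00. The implied length is computed from that same RPKM, so a low RPKM at this count gives a long one by construction. The count percentile is not corrected for length, so it does not show that the RPKM is too low. Whether that length is the right one for the gene was not tested, as no gene model was analysed here.

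The pigment genes were lower in YY-1 replicate c than in replicates a and b. Of the 9 genes from C5.124 to C5.137 that the paper names in its text or labels in a figure, 8 were lowest in replicate c, the exception being C5.130. The median log2 ratio of replicate c to the mean of a and b was -0.69 for the 9 genes, and -0.05 for all genes. A smaller library is argued against, since the total of replicate c was 105% of that of replicate a, the smallest, while 8 of the 9 genes had fewer counts, without any scaling, in c than in a. A few genes taking more of the counts is argued against by TMM-normalized values, in which random lists of genes of like expression reached as low a median with p = 0.0001, the smallest that 10000 permutations can give. Those lists ignore that neighbours change alike. Among 7202 windows of 14 consecutive genes, 9 had a median as low as the window of C5.124 to C5.137, -0.58, with that window counted among them. A difference between the cultures in the progress of pigment production is a hypothesis for which no test was possible, as no pigment values of these cultures were analysed here.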
